A study of Mus musculus with 2 samples.

How the data were processed

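Chromatin contacts in wild-type mouse limb buds were measured by capture Hi-C. In Hi-C, chromatin is fixed, cut with a restriction enzyme and religated, so that fragments lying close together in the nucleus are joined, and sequencing of the joined fragments gives pairs of contacting positions. The capture step enriches the library for 1 chosen stretch of the genome by hybridisation to custom probes. Per the labels' protocols, fore- and hindlimbs of embryonic day 10.5 embryos were dissociated with trypsin, fixed in 2% paraformaldehyde (PFA), digested with DpnII and ligated with T4 ligase. The DNA was then sheared, made into an Illumina library and hybridised to SureSelect probes. The positions of the probes were not used here.

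The labels give 2 samples, both of the genotype wild type and both with replicate number 2 in their titles. The deposited tables hold 1 merged map of these libraries and no column per sample, so all values below are the authors' pooled values, with no standard deviation and no n. Per the deposited file names, read pairs were processed with HiCUP, a mapping quality minimum of 30 was applied, and the names carry a length of 50 bp, taken here as the read length although the labels do not state its meaning. Versions, the tool that built the maps and the choice of region limits are not stated. The sample titles name the mm9 build of the mouse genome, which is the same assembly as NCBIM37. Gene positions were therefore taken from the GENCODE M1 annotation on NCBIM37, and all coordinates are 1-based on that build.

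The authors deposited 2 kinds of value for each pair of bins, at bin sizes of 5, 10, 25 and 50 kb. The first kind is the raw count of read pairs per bin pair, which the authors deposited without normalization, after the HiCUP and mapping quality filters given in the deposited file names. The other is a balanced contact signal, named KR in the deposited file names and read here as Knight-Ruiz balancing, which scales rows and columns so that every bin has the same total. At 10 kb the balanced row sums were constant at 22062.3. The raw counts at 10, 25 and 50 kb equalled the sums of the 5 kb counts in every bin pair, with 0 differing pairs at each size. Balancing was done separately at each bin size, so KR values were not compared across bin sizes. Bin pairs missing from a table were taken as 0, and bins without a KR value were left out. Balancing multiplies up the few read pairs of a poorly covered bin, which raises both the value and the noise of its contacts.

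The main analysis used 10 kb bins. The total of a bin was the sum of its raw counts, with exact Poisson 95% intervals, and bins under 25% of the median total were called low. Contact decay was the least-squares slope of the log10 mean KR value on log10 distance, from 30 to 1000 kb. The insulation score of a bin was the log2 of the mean KR value between the 150 kb on one side and the 150 kb on the other, relative to the median of all bins. A boundary was a local minimum of that score with a prominence of at least 0.2, and a domain was the stretch between neighbouring boundaries. The counting error of slope and boundaries came from 100 Poisson resamplings of the raw counts, and a boundary was recalled in a resampling when it lay within 1 bin. The balancing factors were held fixed in these resamplings and in the thinnings below, so the counting error of the factors is left out. Strength of insulation was measured on counts not used for calling: raw counts were thinned at random with a probability of 0.5, boundaries were called on one part, and on the other part the mean observed/expected value of pairs crossing exactly 1 boundary was divided by that of pairs inside 1 domain, at 50 to 300 kb. This was repeated for 100 thinnings. It was set beside 100 circular shifts of the boundaries called on all counts, which were measured on all counts too. Pairs within a map end, beyond the first or last boundary, were counted with those inside a domain.

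The expected count of a bin pair was the mean KR value at its distance, multiplied by the balancing factors of both bins. A pair was called enriched when it lay at 100 kb or more, had at least 10 read pairs, had a lower exact Poisson 95% bound of observed/expected above 1.5, and was above 1.5 times the ring of pairs 2 to 5 bins away. Called pairs within 2 bins of each other formed a cluster. The same rule was applied to 100 Poisson simulations of the expected map. For En1, the contacts of the bin that holds its transcription start were divided by side and by domain, with Wilson 95% intervals. No p-values were computed for these results, since the map is 1 pooled library set. All intervals cover counting error only, because read pairs carry no molecular identifiers and the difference between embryos cannot be seen in a merged map. For a count of 0, a limit of 3 read pairs was set, which is lower than the upper bound of the exact Poisson interval. The contacts of the En1 bin used the exact upper bound instead.

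The results, their settings and the items to be named were fixed before the data were examined. If more than 10 boundaries were called, the 8 with the highest prominence were to be named. Clusters of enriched pairs were represented by the pair with the highest lower bound, and the 6 clusters with the highest such bounds were named. The 3 bins with the highest and the 3 with the lowest totals, and the 5 strongest En1 partners at 100 kb or more with at least 10 read pairs, completed the list. Alternatives were other bin sizes, raw counts in place of KR values, other windows, prominences, distances and thresholds, an expected value from distance alone, and low bins left out. For enriched pairs, insulation across boundaries and the En1 contacts, leaving out low bins was added after the data were seen, as was limiting the En1 contacts to 1 Mb on either side.

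The procedures were tested on simulated maps of 419 bins. A slope of −1 was recovered as −0.999, 7 of 7 boundaries were recovered, and 1 boundary was called in a map without any. With the simulated boundaries given and all simulated counts used, a contact ratio of 0.4 across boundaries was recovered as 0.425. Calling boundaries on thinned counts was not part of that check. The known balancing factors were used, so balancing itself was not tested. Of 40 enriched pairs with a 4-fold excess, 40 were called, with 16 further calls elsewhere, and 18 pairs were called in a map without any.

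For the additional observations, the reference sequence was cut into 95000 windows of 50 bases, and each window was tested for whether it, and both of its 25-base parts, occurred once in the genome on either strand. A first attempt to place these windows with an aligner placed too few of them and was dropped in favour of these exact counts. After the first values had been seen, the comparison of poorly covered with other bins was extended from raw totals to contacts over 1 Mb, and both values are given. For 3 tests the reading was changed from counting against the explanation to leaving it open after the values had been seen: the test for missing capture probes and both tests of CTCF sequence. The tests of a misplaced distal segment and of coverage in gene contacts were each replaced, because the first versions could hardly have come out the other way. Shifts of the gene annotation were changed from random to all 466 distinct ones. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.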

Results

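The data were a single capture Hi-C contact map of the En1 locus in wild-type mouse limb buds at E10.5 of embryonic development. En1 encodes the homeobox transcription factor Engrailed-1. The series addresses which regulatory elements keep En1 expressed while the limb develops. The map bears on which distal positions the bin of the En1 start contacted and how the locus was divided into domains. It averages the cells of dissociated limbs, so it cannot tell cells that express En1 from others. Both samples belonged to the group of wild-type limbs and were merged into 1 map before deposition, so the design held no contrast between groups and no replicate error could be given.

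The map covered 4750000 bp of chromosome 1, from 119650001 to 124400000 on mm9, and overlapped 25 protein-coding genes. It held 6484654 read pairs at every bin size. At 10 kb these fell into 475 bins, and 83.6% of bin pairs had at least 1 read pair. Pairs with both ends in the same 10 kb bin made up 38.7% of the total. The median count of bin pairs above 0 was 9 read pairs at 10 kb and 4 read pairs at 5 kb, so single 5 kb pairs carried wide counting errors. At 5 kb, 3 of 950 bins had no read pair.

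The total per 10 kb bin had a median of 22376 read pairs and ranged from 33 to 55287. The highest totals were 55287 (95% interval 54827 to 55750) in the bin 120760001 to 120770000, 54423 (53967 to 54882) in the bin 122690001 to 122700000 and 53940 (53486 to 54397) in the bin 121170001 to 121180000. The lowest were 33 (22.7 to 46.3) in the bin 120040001 to 120050000, 173 (148 to 201) in the bin 119920001 to 119930000 and 246 (216 to 279) in the bin 119810001 to 119820000. The bin with 33 read pairs was the only 10 kb bin without a KR value. In all, 56 bins (11.8%, Wilson 95% interval 9.19 to 15%) fell under 25% of the median. Of these low bins, 48 formed an unbroken run of 480 kb at the low-coordinate end of the map, from 119650001 to 120130000. The median total was 818.5 in that run and 23874 in the bins after it, a 29.2-fold difference. With 25 kb bins, 10.0% of bins were low, which was the alternative that moved this share most. Values in that run therefore rested on few read pairs.

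**Figure D1:**
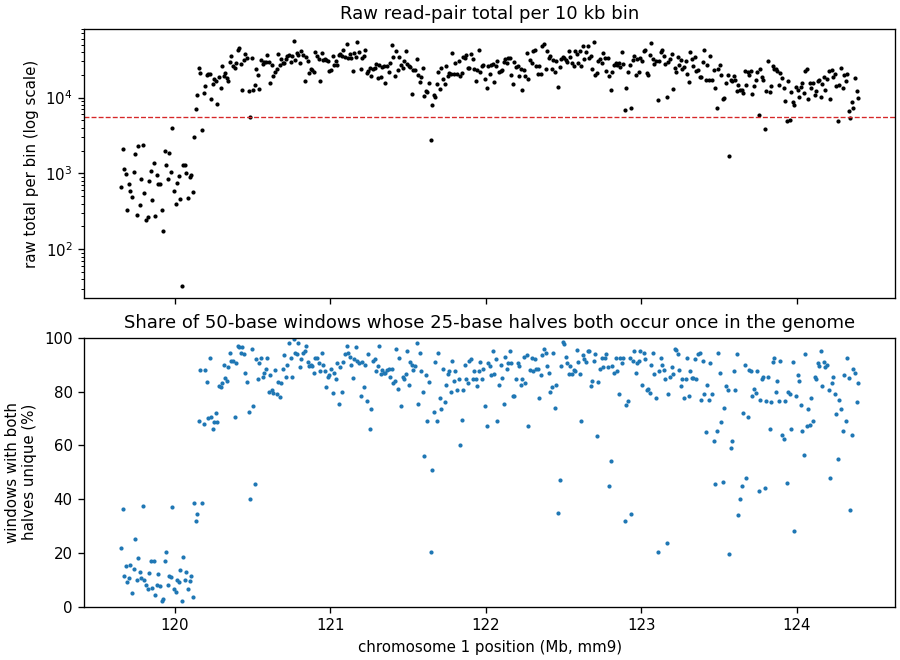
Raw read-pair total per 10 kb bin on a log scale (upper panel; dashed line, 25% of the median) and percent of 50-base windows whose 25-base parts both occur once in the genome (lower panel), each point 1 bin, against position on chromosome 1 in Mb. The 48 bins at the left have a median total of 818.5, against 23874 in the bins after them.

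Contact frequency fell with distance over the range fitted. The mean KR value was 455 at 30 kb, 148 at 100 kb, 60.3 at 300 kb and 13.8 at 1000 kb, a 32.9-fold fall over that range. The slope between 30 and 1000 kb on log scales was −0.999, with 95% of the 100 resamplings between −1.002 and −0.995. The choice of distances moved the slope far more than the counting error did: it was −0.839 when only 30 to 300 kb was fitted. At the longest distances the mean KR value did not go on falling. It was 2.83 at 3000 kb, with a mean raw count of 2.17. Where very few bin pairs remained it went highest, such as 11.7 at 4690 kb with 6 bin pairs. Among distances above 3000 kb with at least 50 bin pairs, it peaked at 8.60, at 4100 kb. There, 64 bin pairs remained and the mean raw count was 1.17. At 4100 kb and beyond, most bin pairs have an end in the poorly covered run. The neighbouring distances of 4090 and 4110 kb had mean KR values of 5.72 and 3.58, and 4240 kb had 4.95. Expected counts at such distances were taken from these means.

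**Figure D2:**
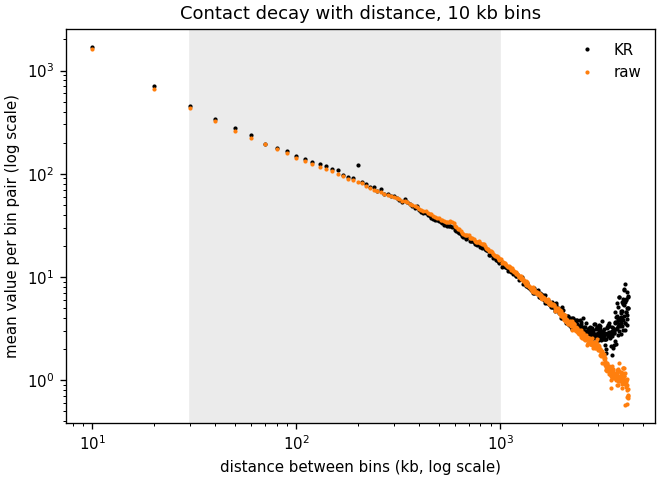
Mean value per 10 kb bin pair against distance in kb, both on log scales, for KR values (black) and raw counts (orange), each point 1 distance with at least 50 bin pairs. The shaded range, 30 to 1000 kb, is where the slope of −0.999 was fitted. At the longest distances the KR means rise unevenly, with a peak of 8.60 at 4100 kb and 4.95 at 4240 kb, while the raw means do not.

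Insulation scores gave 13 boundaries, and the 8 with the highest prominence are named here. The deepest lay in the bin 122460001 to 122470000, which overlapped no gene and lay 28 kb below the start of En1. Its insulation score was −1.47 ± 0.01 (SD of 100 resamplings, counting error only) and its prominence was 1.63. The next lowest scores were −1.11 ± 0.01 in the bin 120980001 to 120990000, 29 kb from Gli2, and −0.94 ± 0.05 in the bin 120170001 to 120180000, 15 kb from Tsn. The bin 123470001 to 123480000, 5 kb from Ddx18, scored −0.93 ± 0.02. Scores were −0.73 ± 0.01 in the bin 120650001 to 120660000 and −0.69 ± 0.01 in the bin 123090001 to 123100000, neither of which overlapped a gene. They were −0.58 ± 0.01 in the bin 121360001 to 121370000, which overlapped Ralb, and −0.49 ± 0.01 in the bin 121900001 to 121910000, which overlapped Sctr. Of the 8 named boundaries, 7 were recalled in 100 of 100 resamplings. The exception, at 120170001, lay in a low bin of 3705 read pairs near the poorly covered run and was recalled in 73. Of the 5 other boundaries, 2 lay inside that run, and all 5 were recalled in 61 to 73 resamplings. The number of boundaries moved most, by 5, with a 250 kb window, to 8, and with a prominence of 0.1, to 18.

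The 13 boundaries enclosed 12 domains of 50 to 620 kb, with a median length of 295 kb. The longest, from 122470001 to 123090000, held En1 as its only protein-coding transcription start. The domain below it, from 122050001 to 122460000, held those of Steap3, C1ql2 and Marco. The domain above it, from 123100001 to 123470000, held those of Insig2, Ccdc93, Htr5b and Ddx18. The domain from 120660001 to 120980000 held that of Gli2.

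**Figure D3:**
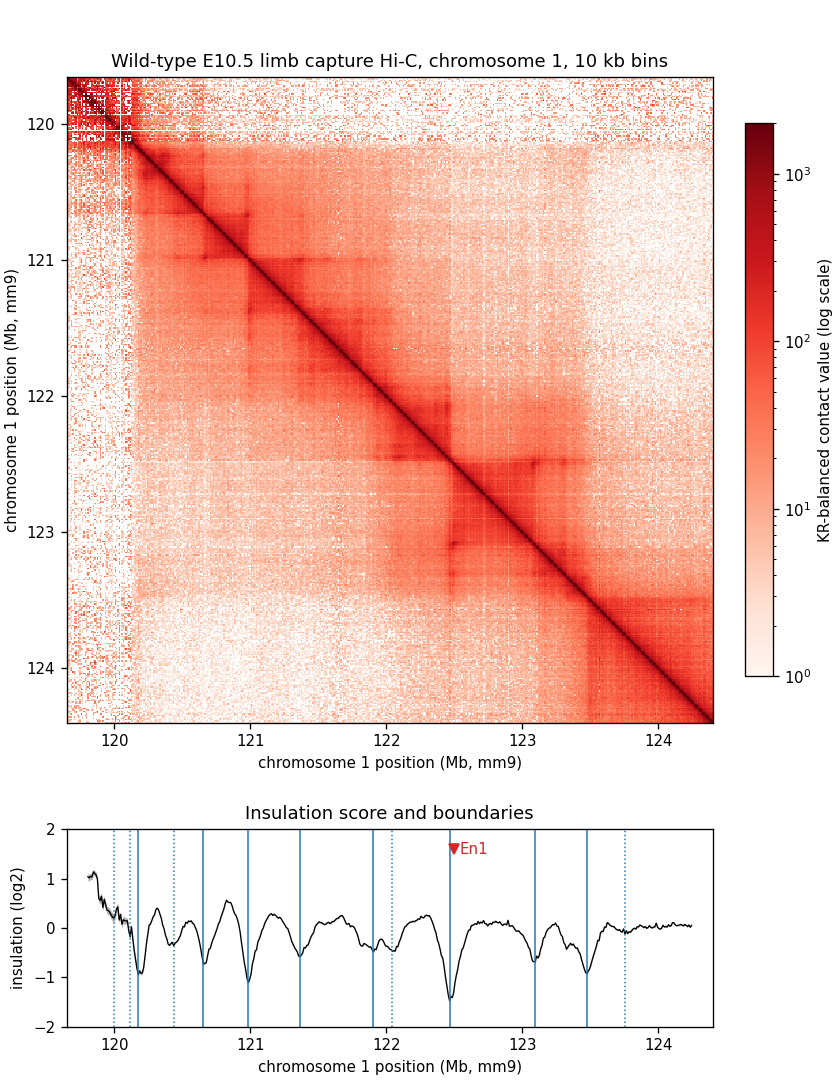
KR-balanced contact values between 10 kb bins (colour, log scale; both axes, position on chromosome 1 in Mb) above the insulation score in log2 units (line, with a grey band of 1 SD of 100 resamplings). Vertical lines mark the 8 named boundaries (solid) and the 5 others (dotted), and the triangle marks En1, which lies beside the boundary with the lowest score, −1.47.

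On read pairs that had not been used to call the boundaries, contacts that crossed 1 boundary had a mean observed/expected value 0.639 times that of contacts inside a domain at the same range of distances. Over the 100 thinnings this ratio ran from 0.580 to 0.720. The held-out read pairs came from the same library, so a clear minimum of the score recurs in them. On all counts, with boundaries called on all counts, the ratio was 0.635. After circular shifts of those boundaries, also on all counts, it ran from 0.824 to 1.203, and 0 of 100 shifts gave a ratio as low. The largest move came from keeping only boundaries of prominence 0.4 or more, which gave 0.545.

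Of 107889 bin pairs at 100 kb or more, 42447 had at least 10 read pairs, and 1124 of these (2.65%, Wilson 95% interval 2.5 to 2.81%) were called enriched. In simulations of the expected map the same rule called 12 to 31 pairs. The called pairs formed 476 clusters, of which 304 held a single pair. Their median was 30 read pairs and an observed/expected value of 2.94, and 565 lay under 1 Mb against 559 at 1 Mb or more. The count depended strongly on the rule, and was 4038 with an enrichment threshold of 1.2 and 218 with a threshold of 2.

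The strongest named cluster outside the poorly covered run joined the bin of the En1 start, 122490001 to 122500000, to the bin 123070001 to 123080000, 580 kb away. This pair had 1008 read pairs where 48.9 were expected, an observed/expected value of 20.6 (95% interval 19.4 to 21.9). It belonged to a cluster of 18 pairs, and its ends were the third bin and the last bin but one of the En1 domain. Another named pair joined the bins 120660001 to 120670000 and 120980001 to 120990000, with 722 read pairs and an observed/expected value of 7.68 (7.13 to 8.26). The former is the first bin of the domain of Gli2 and the latter the boundary bin that closes it. The bins 122480001 to 122490000 and 123290001 to 123300000, 810 kb apart, had 177 read pairs and a value of 8.02 (6.88 to 9.29). That pair started 1 bin below the En1 start and ended beyond the upper boundary of its domain. All 3 pairs were called under each of the 10 alternatives. Not all of these could have dropped them. An enrichment threshold of 1.2 only loosens the rule, and a minimum of 20 read pairs was already met.

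The other 3 named pairs had both ends in the poorly covered run. The bins 119720001 to 119730000 and 119920001 to 119930000 had 98 read pairs where 0.780 were expected, an observed/expected value of 126 (102 to 153). All 98 fell into 1 pair of 5 kb bins, and they made up 56.6% of the total of the bin at 119920001. The bins 119700001 to 119710000 and 120090001 to 120100000 had 25 read pairs and a value of 24.6 (15.9 to 36.3). Of these 25, 24 fell into 1 pair of 5 kb bins. The bins 119780001 to 119790000 and 119970001 to 119980000 had 37 read pairs, all in 1 pair of 5 kb bins, and a value of 15.2 (10.7 to 20.9). With an expected value from distance alone, these 3 pairs were not called, with values of 1.18, 0.528 and 0.422 in that order. That alternative ignores the low coverage of these bins, and by it all pairs with both ends in the run had a summed observed/expected value of 0.0377 at 50 to 400 kb.

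En1 (ENSMUSG00000058665.7) lies on the plus strand of chromosome 1 from 122498995 to 122505873 and has 2 exons. The bin of its transcription start holds most of exon 1, with the 5′ UTR and the start codon, while exon 2 falls into the next bin. Because the start lies near the upper edge of the bin, most of the bin is sequence upstream of the gene. The bin had 33802 read pairs, 6602 of them within the bin and 27200 with other bins. Of the 27200, 74.4% (Wilson 95% interval 73.8 to 74.9%) went to higher coordinates, where the expected value from distance and balancing factors was 50.9%. The largest move came from limiting the count to bins within 1 Mb on either side, an alternative added after the data were seen, which gave 76.8%.

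Contacts inside the En1 domain made up 63.7% (63.1 to 64.2%) of the 27200, against an expected 57.7%. The share inside was thus 1.10 times expected with 10 kb bins. It was the value most open to the bin size, at 52.8% with 25 kb bins. No expected share is at hand for 25 kb bins, so whether the share exceeded expected there is not known. Contacts with the next domain at lower coordinates made up 9.97% (9.62 to 10.3%), 0.442 times expected, although the boundary bin lies only 28 kb from the start of En1. Contacts with the next domain at higher coordinates made up 13.9% (13.4 to 14.3%), 3.47 times expected. The boundary at 123090001 therefore did not coincide with a drop of En1 contacts below expected, whereas the boundary at 122460001 did.

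The 5 strongest partners of the En1 bin lay at higher coordinates. Beside the bin at 123070001, the bin 123080001 to 123090000 had 589 read pairs and an observed/expected value of 13.5 (12.4 to 14.6), the bin 123060001 to 123070000 had 595 read pairs and a value of 7.87 (7.25 to 8.52), and the boundary bin 123090001 to 123100000 had 331 read pairs and a value of 7.28 (6.51 to 8.11). These 4 neighbouring bins overlapped no annotated gene, and the nearest protein-coding gene, Insig2, was 100 to 130 kb away. The remaining partner, 123300001 to 123310000, had 116 read pairs and a value of 6.76 (5.58 to 8.10), and lay 17 kb from Ccdc93. Among the 236 bins at 100 kb or more with at least 10 read pairs to the En1 bin, 59 had a lower bound above 1.5, and 58 of these lay at higher coordinates. With low bins left out, only 2 of 419 bins had a partner as strong as that of the En1 bin, namely the bin itself and its partner at 123070001.

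**Figure D4:**
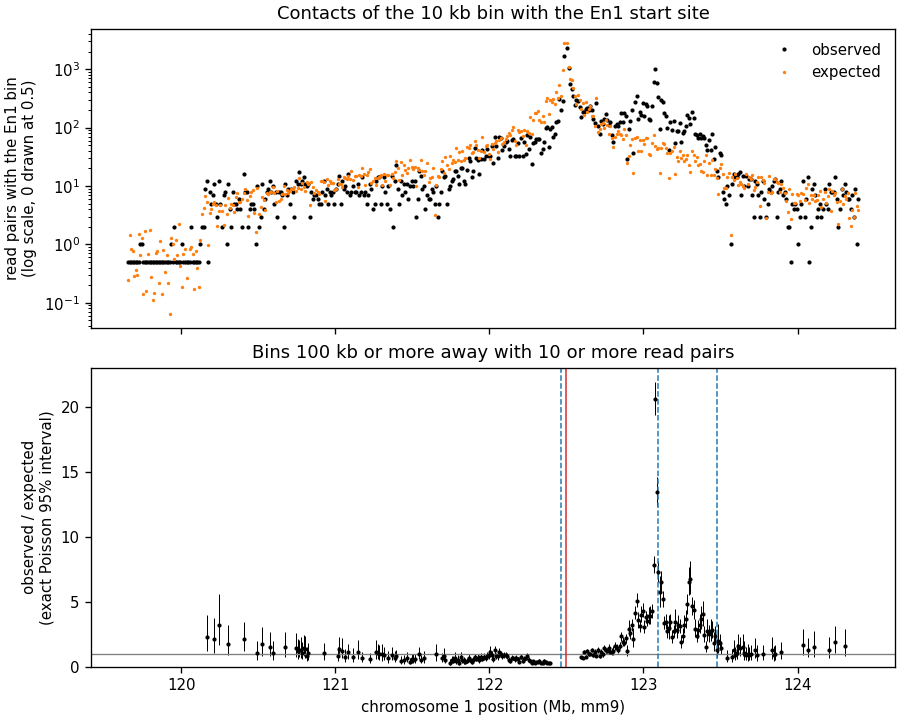
Read pairs of each 10 kb bin with the bin of the En1 start, observed (black) and expected (orange), on a log scale with 0 drawn at 0.5 (upper panel), and observed/expected with exact Poisson 95% intervals for bins at 100 kb or more with at least 10 read pairs (lower panel), against position on chromosome 1 in Mb. The red line marks En1 and the dashed lines the boundaries at 122460001, 123090001 and 123470001; the highest point is 20.6, at 123070001.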

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

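All alternatives were fixed before the data were examined, except leaving out low bins for 3 results and limiting En1 contacts to 1 Mb on either side, which were chosen after the data were seen. Leaving out each sample in turn could not be run, because the deposited map is merged. No paired analysis was possible because there is 1 group and 1 pooled map. No alternative here measures the difference between embryos. Changes are judged against counting error alone, which is small at this depth, so many modest changes exceed it. Except where a construction is named, the cause was not tested.

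The share of low bins stayed within its interval, at 11.6% without the diagonal and 10.0% with 25 kb bins. The decay slope of −0.999 left its narrow counting interval under all 8 alternatives and stayed negative. It was −0.942 on raw counts, −0.987, −1.01 and −1.06 with 5, 25 and 50 kb bins, −1.07 over 100 kb to 1 Mb and −0.839 over 30 to 300 kb. It was −1.04 from medians per distance and −0.946 without low bins.

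The number of boundaries ran from 8 to 18 around the 13 reported, and only the 8 of the 250 kb window were fewer by more than 1.5-fold. Of the 8 named boundaries, 6 were called under all 8 alternatives. The other 2 were 120170001, lost on raw counts and with 5 kb bins, and 121900001, lost with the 250 kb window. The score at 120170001, −0.94 in the main analysis, ran from −2.07 on raw counts to −0.435 without low bins. Without low bins it was the weakest of the 8, the others being at −1.43 to −0.444. The contact ratio across boundaries of 0.639 stayed under 1 throughout. It left the range of the central 95% of its thinnings, 0.581 to 0.708, with boundaries of prominence 0.1, at 0.719, of prominence 0.4, at 0.545, and with 25 kb bins, at 0.552. It kept within it with 3 others, at 0.644 to 0.670.

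The count of 1124 enriched pairs depended most on the rule. It was 3877 with an expected value from distance alone, of which 637 were among the 1124. It was 4038 and 218 with enrichment thresholds of 1.2 and 2, 2913 without the local ring, 1731 with medians per distance and 741 with at least 20 read pairs. With 5 and 25 kb bins it was 2627 and 277, where the number of bin pairs also differs by construction. A minimum of 5 read pairs gave 1311, and leaving out low bins gave 958, of which 883 were among the 1124. For named pairs, the pair itself was called in 53 of 57 cases under the alternatives. This count includes alternatives that only loosen the rule, such as a minimum of 5 read pairs, and so could not drop a pair. All 4 exceptions lie in the poorly covered run. One is 119780001 with 119970001 at 25 kb, where observed/expected was 1.199 in the pair of bins that holds the middle of both ends. The other exceptions came with an expected value from distance alone. Observed/expected fell there to 0.528 for 119700001 with 120090001 and to 0.422 for 119780001 with 119970001, both under 1, and to 1.18 for 119720001 with 119920001. By construction, that alternative removes the balancing factors, which are small for low bins and lower their expected counts, so the loss of these calls does not show that balancing made the enrichment.

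The share of En1 contacts at higher coordinates, 74.4%, stayed far above the expected 50.9%. It was 73.1% on KR values, 72.0% and 74.9% with 5 and 25 kb bins, 72.1% with 1 more bin on each side, 76.8% within 1 Mb and 74.4% without low bins. The share inside the En1 domain, 63.7%, was less stable. In the same order it was 60.0%, 67.8%, 52.8%, 60.1%, 68.1% and 63.7%. Of 25 observed/expected values of the 5 named partners under alternatives, 17 left their counting intervals and none fell below 1. These values are not all separate. With 25 kb bins, the partners at 123070001, 123080001 and 123090001 shared the same value of 11.8, counted once for each. The partner at 123070001 ran from 11.8 with 25 kb bins to 29.8 on raw counts. The lowest value of any partner was 2.88, for 123300001 with 5 kb bins.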

Other observations

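The tests of sequence uniqueness, DpnII sites, GC content and capture probes in the poorly covered run, and of empty 5 kb bins, were thought of before their values were seen, although the uniqueness measure itself was replaced once. The tests of near-identical copies, of contacts over 1 Mb, and those on enriched pairs, En1, CTCF and genes were chosen only after the results were seen. With wild-type limbs as the 1 group, there were no groups to compare. CTCF sequence and gene content were tested within the map. The uniqueness tests take the 50 bp of the deposited file names as the read length, which the labels do not state.

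The run of 48 poorly covered bins at the low-coordinate end of the map was compared with several technical explanations. Too few cutting sites would need fewer DpnII sites there, but the run had a median of 34 sites per bin against 25 after it. GC content as the whole cause would need other bins of the same GC content to be as low, but 42 such bins had a median total of 15164 read pairs. Windows of 50 bases that occur once in the genome made up a median of 62.5% in the run and 98% after it. Other bins with the same share of such windows nevertheless had totals 13.9 times higher, and contacts over 1 Mb 4.24 times higher, so exact repeats alone do not account for the loss.

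Near-identical copies elsewhere in the genome could lower mapping quality even where no exact repeat exists. Windows whose 25-base parts both occur once made up a median of 10.75% in the run and 86.5% after it. Only 13 of the 48 run bins had comparable bins elsewhere, and these were the run bins with the highest shares of such windows. On raw totals, the comparison first made, those comparable bins were 3.40 times higher. This leaves the explanation open, since bins in the run are also surrounded by poorly covered neighbours and the comparable bins are not. On contacts over 1 Mb, chosen after that value was known, the difference was 1.32-fold. On that measure, 9 of the 13 run bins were below the median of their matches. All 13 bins lay inside the range of their matches, but that range could hardly exclude a bin. As few as 3 matches were allowed, and they included low bins at 121640001 and 123560001, with totals of 2729 and 1714. The fall of far contacts in the run, to 0.126 times the level after it, was also close to the fall of such windows, to 0.124 times. A candidate explanation is thus loss of read pairs in duplicated sequence, but the turn from 3.40 to 1.32 came from a change of measure made with the data in view and rests on 13 bins.

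A lack of capture probes in the run cannot be told apart from the other explanations here. It was predicted to leave contacts between the run and the rest relatively more frequent, with a product of observed/expected values below 1. The product was 4.84 (95% interval 4.51 to 5.18), so that prediction was not met. However, pairs between the run and the rest can cross the boundary called at 120170001, which may lower them for another reason. That boundary was called on the same map, and its effect on these pairs was not measured, so the test stays open. The probe positions were not used here.

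The 3 bins of 5 kb without any read pair, starting at 120020001, 120480001 and 123635001, held 22 to 26 DpnII sites each. At most 2% of their 50-base windows were unique in the genome, so, if reads were 50 bases long, sequence that 50 base reads cannot place is a candidate explanation for these empty bins.

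Enriched pairs with both ends in the poorly covered run numbered 15, while at most 2 were called there in any of 100 simulations, which argues against counting noise. Other technical explanations remain. For the strongest, 119720001 with 119920001, 100% of its 98 read pairs fell into 1 pair of 5 kb bins, and the surrounding pairs had a median observed/expected value of 0.940, which could come from copies of 1 ligation product that were not removed. Its bins also shared 4954 sequences of 30 bases, against a median of 97 and a maximum of 2147 for 27 other pairs of the run at that distance. Misplaced reads between duplicated sequences may therefore have produced the contact. The tests leave both open and do not separate them. This pair also stands out in the decay plot as a raised mean at 200 kb. The other named pairs of the run, 119700001 with 120090001 and 119780001 with 119970001, had 96% and 100% of their read pairs in 1 pair of 5 kb bins. Their surrounding pairs had median observed/expected values of 0 and 1.05, so copies of 1 ligation product stay possible there too.

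The contact of the En1 bin with the bin at 123070001 was tested in the same ways. If it came from the balancing factors, these would have to be small and lower its expected count. They were 1.30 and 1.24 for the 2 bins, so they raised it. Observed/expected from distance alone, 29.8, could therefore only be higher and is not a separate test. If it were copies of 1 ligation product, its neighbours would be near 1, but 8 of the 8 surrounding pairs were above 1.5, with a median of 10.7, and the largest 5 kb pair held 29.9% of the read pairs. If the distal segment, the 4 neighbouring partner bins from 123060001 to 123100000, were placed wrongly in the reference, it would lack contacts with the bins up to 50 kb outside it. These were at 0.737 times expected (95% interval 0.726 to 0.747), and similar on both sides, at 0.741 and 0.732. A longer misplaced segment was not tested. Unique windows made up 99.5% and 98.0% of these bins. The technical explanations tested thus have values against them. A contact between the sequence around the En1 start and the upper end of its domain in limb cells is offered as a hypothesis. It was found and tested on the same map. Since the start of En1 lies near the edge of its bin, and the boundary at 122460001 is 28 kb away, the data do not say whether the promoter, sequence upstream of it or the boundary is the contacting part.

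The bin with the distal end of that contact held a match to the CTCF consensus on the minus strand at 123077083 to 123077096, with 1 mismatch. The En1 bin held none, and the nearest on either side started at 122447013 and 122536618, so the contact had no match in both of its bins. CTCF is a protein that often marks domain boundaries. Across the map, 10 of 13 boundaries had a match with at most 1 mismatch within 20 kb, against a median of 8 after circular shifts (one-sided permutation p of 0.129). With exact matches it was 4 of 13 against a median of 1 (one-sided permutation p of 0.0417, not adjusted for the several CTCF tests made). Of 14 clusters of 10 or more pairs under 1 Mb, 5 had matches pointing towards each other and 3 away from each other, a difference of 2 (one-sided permutation p of 0.186). Whether CTCF sites mark these boundaries and contacts thus stays open, since 13 boundaries and 14 clusters are few and a consensus match is not evidence of binding.

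Over distances of 1 Mb or more, pairs of bins that both overlap protein-coding genes had a mean observed/expected value of 1.47, against 0.948 for pairs of a gene bin and a gene-free bin, a ratio of 1.55. Shifting the gene annotation around the map gave a median ratio of 0.966, and the permutation p of 0.00214 (one-sided) is the smallest that 466 shifts can give. GC content as the whole cause would bring the ratio to 1 among bins between the lower and upper quartile of GC content, but there it was 1.43. Uneven coverage as the whole cause would bring the ratio inside the range of the shifts among bins of similar coverage. Among 209 bins between the lower and upper quartile of raw total, it was 1.48, against a median of 0.948 after shifts (one-sided permutation p of 0.00214, the smallest possible). Leaving out low bins alone removed 1 of 152 gene bins and decided nothing. The values are consistent with preferential far contacts among gene-bearing stretches, as a hypothesis. Gene bins lie side by side within the same few domains, so the position of these domains, rather than genes as such, could give the same ratio of 1.55, and this was not separated.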
